A study of Homo sapiens with 20 samples. Its data were reported in "Multiple knockout mouse models reveal lincRNAs are required for life and brain development" (2013).

How the data were processed

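Polyadenylated RNA was measured by paired-end RNA-Seq in neural progenitor cells derived from H1, an established human embryonic stem cell line. The cells were differentiated towards neurons by removing FGF, a growth factor that keeps progenitors dividing, and adding BDNF, a neurotrophic factor. The labels give 20 samples over 7 days: 3 cultures each at days 0, 1, 2, 4, 11 and 18, and 2 at day 5, where the submitters removed 1 culture as an outlier. Cells collected from day 5 onwards had been replated at day 4, so the step from day 4 to day 5 also spans a change of culture surface. Groups were taken from the sample titles.

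Per the study's methods, the authors aligned the reads to hg19 with TopHat2, assembled transcripts with Cufflinks, merged them with a catalogue of long intergenic noncoding RNAs (lincRNAs) and with coding genes, and estimated expression with Cuffdiff2 at default options. The versions of these programs are not stated. TopHat2 was also run at default options, and the default library type of these programs is unstranded, so counting by strand is not expected, although the study does not say so in words. The deposited FPKM values (fragments scaled to transcript length and to the number of mapped fragments) hold 1 value per gene record and day, estimated by the authors over all replicates of that day. The number of columns with values of single samples was 0. No replicate value, read count or library depth was therefore used here, and no standard deviation, confidence interval or detection limit was computed from replicates. The depth behind each FPKM value is unknown.

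The authors' deposited table also compares the 6 pairs of adjacent days. In tested rows, its log2 fold changes are the deposited later value over the deposited earlier value. Rows whose test failed in Cuffdiff2, between 264 and 360 per step, are listed with a log2 fold change of 0 and were not used as fold changes. Its test statistic, a score deposited by the authors, had the opposite sign to the log2 fold change in 100% of tested rows with a finite, nonzero fold change. The p-values deposited by the authors equalled the two-sided normal tail of that statistic to within 2.85e-06. The deposited q-values equalled a Benjamini-Hochberg adjustment over the 115978 tested rows of all 6 steps together to within 2.27e-06, so a q-value under 0.01 corresponded to a p-value of at most 0.000842. Across steps, 272 tested rows had an infinite fold change because 1 of the 2 days was at 0. The FPKM matrix and the comparison table differed for 4 records. Other columns, scored by the authors as annotation, give exon coordinates, a pseudogene flag and a codon-substitution score, which was not used here.

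The design fixed before the data were examined called for limma on log2 values of the single samples, camera gene set tests, a replicate block and leaving out each replicate in turn. None of these could be run on 1 value per day. As the design provided for that case, the calls in the authors' deposited table (q-value under 0.01) were counted as they stand. The design also asked for lincRNA genes induced relative to day 0 by q-value and a positive fold change against day 0. The deposited table tests against day 0 only at day 1, and that test was taken as the main definition. The other definitions were counted after the data had been examined, and so were all alternatives described below as added.

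The standard error of each deposited log2 fold change was recovered as the absolute ratio of the fold change to the test statistic. Day 18 was compared with day 0 in 2 ways. The first was the plain change in log2(FPKM + 0.1), which has no test and understates the change of low genes. The second, added after the data had been examined, set the log2 ratio against an upper bound of its error, the root of the summed squared errors of the first and the last step. That bound holds if the errors of the days are independent. As a check of the authors' scaling, the fold changes of each step were recentred on their median over records with a mean FPKM of at least 1, and p and q were recomputed with the recovered errors. To see what larger errors do to the number of calls at the last step, normal noise was added to the recentred fold changes of the step before until their errors matched those of the last step, and calls were counted over 100 draws. This was done with the median ratio of the errors and, added after that result was seen, with the ratio of each record and with the larger errors alone, without noise.

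Records were assigned to classes by the identifiers of the merged catalogue: 18132 lincRNA records and 20237 coding records, 38369 in all. The coding catalogue also holds a few noncoding genes. Gene symbols came from the deposited names, where a merged record carries several symbols. Where a symbol had several records, the one on a primary chromosome with the highest mean FPKM was used. The symbols CDK1, RBFOX3 and LIN28A had no record under those names. LincRNA orthologs were found by exon overlap on the same strand with the GENCODE annotation lifted to GRCh37, the same build as hg19. Of 251129 exons of the coding catalogue on its chromosomes, 80.4% had the same start, end and strand there. TP53COR1 and LINC01158 had no match of their own. Coordinates are on hg19, counted from 1, and span all transcripts of a record.

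Overlap with coding exons on the other strand and the nearest coding record with a mean FPKM of at least 0.1 were found with bedtools 2.31.1. Correlations across records were Spearman's rho, tested with 10000 random pairings (two-sided). Records are not independent replicates. Gene lists were written before the data were examined. Each list's median change was placed among 10000 random lists of the same size matched on mean expression, among coding records with a mean FPKM of at least 0.1, which describes these libraries and is not a test. The lists were stem cell, neuronal and non-neuronal markers plotted by the study, cell cycle, neuronal maturation, neural progenitor, glial, pluripotency, mesenchymal and cortical layer genes, and coding neighbours of the knockout lincRNAs.

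One of the markers counted below is not reported here by itself. Genes named in the text were the other markers, the orthologs and neighbours of the knockout lincRNAs and, in each class, the 3 records with the largest rise and the 3 with the largest fall from day 0 to day 18 among those with a deposited q-value under 0.01 at any step and at least 1 FPKM on day 0 or day 18. Records for which Cuffdiff2 gave no estimate at a step because of too much data are listed at 0 and were left out of this ranking. The design did not provide for leaving them out. There were 6 of them, 5 with at least 1 FPKM on some day. Outside this rule, the record of TUBA1A and TUBA1B, which is among them, is named. So are HES5, SOX9 and PROM1, which were singled out after their values were seen.

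The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated data. The recentred test recovered 87.0% of 200 changed genes among 18000, with 0% false calls. The test with the upper bound of the error recovered 69.0% of 200 changed genes with 0% false calls, and its statistic had a standard deviation of 0.71 without a change, so it is conservative. Of 200 random lists, 3.0% fell outside the middle 95 percent of their matched lists. Of 200 unrelated sets of pairs, 6.5% had a pairing p-value under 0.05. Alternatives covered the q-value threshold, a minimum fold change, a minimum FPKM, the pseudocount, centring of each day, and the removal of flagged or overlapping lincRNA records.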

Results

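To follow gene expression while human neural stem cells became neurons, RNA was profiled on 7 days of differentiation, day 0 being the progenitor state. Days 0, 1, 2, 4, 11 and 18 had 3 cultures each and day 5 had 2. The files hold 1 FPKM value per gene record and day, estimated by the authors over the cultures of that day, so no spread between replicates can be given for any value. The precision of each comparison comes from the errors implied by the authors' deposited table. FPKM values summed to 413978 over all records at day 0 and to 251156 at day 18. LincRNA records held between 13.3% (day 0) and 15.0% (day 2) of the total. The number of lincRNA records above 1 FPKM was 2643 at day 0 and 2423 at day 18, and that of coding records 11468 and 11544.

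The first comparison asked when expression changed. In the authors' deposited table, 3134 of 19158 tested records (16.4%) changed from day 0 to day 1 at a q-value under 0.01. The table called 442 of 19067 tested records from day 1 to day 2, 1339 of 18607 from day 2 to day 4, and 1404 of 19826 from day 4 to day 5. It called 2699 of 20067 (13.4%) from day 5 to day 11 and 748 of 19253 (3.89%) from day 11 to day 18. The count was thus highest in the first step after FGF removal, and the authors' deposited table gave its next highest between days 5 and 11. A minimum absolute log2 fold change of 1 moved these counts most, from 1404 to 78 at the step from day 4 to day 5 of the authors' deposited table.

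Coding records called in the authors' deposited table were mostly lower on the later day, 1921 lower against 826 higher from day 0 to day 1 and 1607 lower against 832 higher from day 5 to day 11. From day 1 to day 2 the authors' deposited table had 278 coding records higher and 115 lower. The lincRNA calls of the authors' deposited table followed the same pattern, with 225 lower and 162 higher from day 0 to day 1 and 143 lower and 117 higher from day 5 to day 11.

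**Figure D1:**
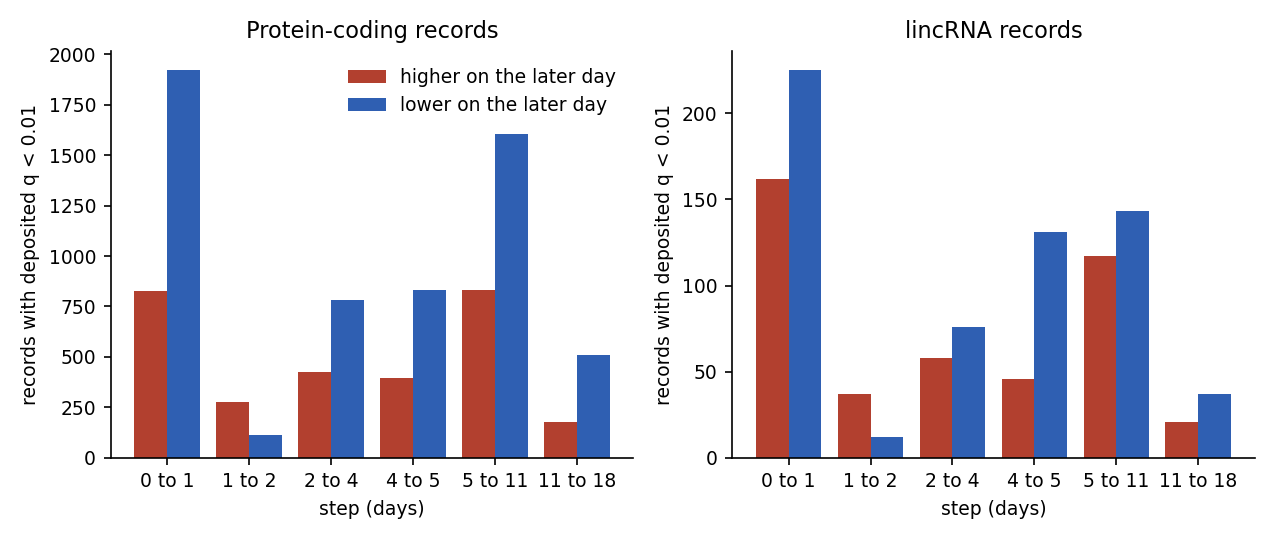
Number of gene records (y axis) called at a q-value under 0.01 in the authors' deposited table at each of 6 steps between adjacent days (x axis), for coding records (left) and lincRNA records (right). Red bars are records higher and blue bars records lower on the later day. The step from day 0 to day 1 has the tallest bars, 1921 coding and 225 lincRNA records lower at day 1.

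The direction of the calls depended on the scaling of the days. The median log2 fold change of tested records with a mean FPKM of at least 1 was below 0 at 4 of the 6 steps, and reached -0.16 from day 5 to day 11 and -0.28 from day 11 to day 18. After the fold changes of each step had been recentred on this median, the share of called records that were higher on the later day rose from 31.5% to 44.1% from day 0 to day 1. It rose from 31.3% to 55.0% from day 4 to day 5, from 35.2% to 59.4% from day 5 to day 11, and from 26.9% to 68.5% from day 11 to day 18. It fell from 71.3% to 56.2% from day 1 to day 2, and was 36.0% against 35.0% from day 2 to day 4. Only the step from day 2 to day 4 kept its split within 10 percentage points, whereas the number of calls stayed within 1.5 times at all 6 steps. From day 0 to day 18, the median change of the 14443 records with a mean FPKM of at least 1 was -0.56 in log2(FPKM + 0.1). FPKM values below are as deposited, and where the direction of a named gene with a mean FPKM of at least 0.1 from day 0 to day 18 depended on this median, that is said.

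The second comparison asked how many genes of each class were regulated. In the authors' deposited table, 5100 coding records and 769 lincRNA records had a q-value under 0.01 in at least 1 of the 6 steps. These were 36.8% of the 13870 coding records and 11.0% of the 6977 lincRNA records that were tested in any step. Among the 5100 coding records, 2238 were called in at least 2 steps, and 215 of the 769 lincRNA records were. The authors' deposited table called 361 lincRNA records when an absolute log2 fold change of 1 was also required. After recentring, 4131 of the 5100 coding records and 634 of the 769 lincRNA records were called again. Of the 769 lincRNA records, 227 carried the authors' pseudogene flag and 295 had an exon that overlapped a coding exon on the other strand. With both kinds left out, 284 lincRNA records were called. The flag is broader than its name: of the 2698 lincRNA records that carry it, 1106 overlapped a pseudogene most in the GENCODE annotation and 1258 a long noncoding RNA.

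The third comparison concerned lincRNAs induced relative to day 0. The only deposited test against day 0 is that of day 1, and in it the authors' deposited table called 162 lincRNA records higher at day 1. No later day was tested against day 0 there. Another 8 definitions, based on the order of FPKM values, on calls at any step or on a bound of the error, were counted after the data had been examined, and they ranged from 129 to 418 lincRNA records. Among the 769 lincRNA records called at any step, 302 had a higher FPKM at day 18 than at day 0 and 467 a lower one. Among the 5100 coding records called at any step, 1435 had a higher and 3665 a lower one. In 221 of the 769 lincRNA records, FPKM was above day 0 on every later day. The test of day 18 against day 0 with an upper bound of the error passed 129 of 5293 lincRNA records as higher and 301 as lower. For coding records, it passed 868 of 12738 as higher and 3535 as lower. As deposited, both classes thus had more records below than above their day 0 level. Relative to the median change of expressed records, the same test passed 265 lincRNA records as higher and 100 as lower, and 1532 coding records as higher and 1386 as lower. Among records called at any step, 415 lincRNA records lay above that median change and 354 below it, against 1971 and 3128 coding records. Relative to the median, the majority of lincRNA records was thus reversed in both counts. Among coding records, the reversal was seen in the test only, and by a small margin, while most of those called at any step stayed lower. The median used here mixes both classes. Among records with a mean FPKM of at least 1, it was -0.60 for 11793 coding and -0.38 for 2650 lincRNA records. The lincRNA majority thus depends on a centre set mostly by coding records, and lincRNA records were not counted against their own median.

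Marker genes plotted by the study were examined next. In the authors' deposited table, 7 of the 10 markers had a q-value under 0.01 at 1 step or more, and the same number, 7, was reached when the p-values were adjusted over the list alone. How the study chose these markers is not stated, so the second count is not taken as independent evidence. All 3 neural stem cell markers were lower at day 18. FPKM of NES (chromosome 1, 156638557 to 156647189, minus strand) went from 513 at day 0 to 180 at day 18. SOX2 (chromosome 3, 181429722 to 181432221, plus strand) went from 126 to 66.1, and MSI1 (chromosome 12, 120779133 to 120806958, minus strand) from 47.8 to 35.2. Relative to the median of expressed records, NES fell by 0.95 and SOX2 by 0.38 on the log2 scale, whereas MSI1 rose by 0.12, so the direction of MSI1 depended on the scaling. After recentring, no step was called for SOX2.

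All 4 neuronal markers were higher at day 18. NRG1 (chromosome 8, 31497268 to 32622558, plus strand) had an FPKM of 2.98 at day 0 and 14.7 at day 18. MAP2 (chromosome 2, 210288771 to 210598834, plus strand) had 93.5 and 205; the authors' test of this record failed from day 0 to day 1 and from day 1 to day 2, so those steps were not tested. The record that holds TUBB3 (chromosome 16, 89984287 to 90002505, plus strand) merges it with other gene symbols, and its FPKM of 382 at day 0, 647 at day 11 and 502 at day 18 cannot be assigned to TUBB3 alone. From day 5 to day 11, the authors' deposited table gave NRG1 a log2 fold change of 1.16 with an implied error of 0.18 (q-value 2.64e-09). The non-neuronal markers stayed below 1 FPKM on all 7 days. CSPG4 went from 0.562 to 0.138 with no step called in the authors' deposited table, and OLIG1 and GFAP were not tested by the authors at any step. In the test of day 18 against day 0 with an upper bound of the error, 5 of the 10 markers passed as deposited. CSPG4 was among them, with a q-value of 0.00113, but relative to the median of expressed records its q-value was 0.0335. SOX2 went from a q-value of 2.09e-05 in that test to 0.170 relative to the median, and the TUBB3 record from 0.245 to 0.00128.

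**Figure D2:**
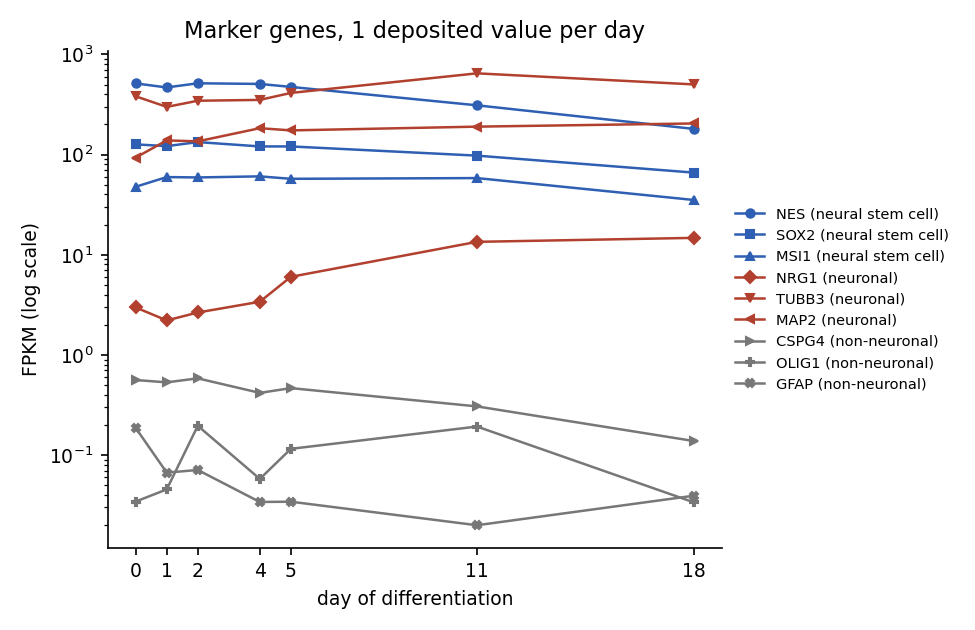
FPKM on a log axis (y axis) against the day of differentiation (x axis) for 9 of the markers, 1 deposited value per day without replicate error. Blue lines are neural stem cell markers, red lines neuronal markers and grey lines non-neuronal markers, with NES going from 513 to 180 and NRG1 from 2.98 to 14.7.

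The study's mouse knockout lincRNAs led to the fourth comparison, the human orthologs over time. It covered listed human symbols only, so Peril, linc-Cox2 and linc-Enc1, for example, had no matched record. The deposited names do not carry these symbols, so records were matched by position, together with the records named after POU3F3 and FOXF1. Of 25 such records, 10 were tested by the authors and 8 had a mean FPKM of at least 1. The authors' deposited table called 2 of them, both higher from day 5 to day 11, and 2 when adjusted over the list alone. PANTR1 (chromosome 2, 105415943 to 105471772, minus strand) had a log2 fold change of 0.89 in the authors' deposited table, with an implied error of 0.19 (q-value 0.000101). LINC01159 (chromosome 2, 105481955 to 105488840, minus strand) also had 0.89 in the authors' deposited table, with an implied error of 0.23 (q-value 0.00168). FPKM of PANTR1 was 56.1 at day 0, 37.8 at day 1, 81.1 at day 11 and 60.0 at day 18. That of LINC01159 was 0.999 at day 0, 1.63 at day 11 and 1.05 at day 18. The test of day 18 against day 0 with an upper bound of the error could not be run for linc-POU3F3-5, whose first step was not tested. None of the other tested ortholog records passed it.

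CRNDE (chromosome 16, 54885554 to 54969117, minus strand) rose from an FPKM of 27.9 at day 0 to 66.2 at day 11 and 52.5 at day 18. Its smallest q-value in the authors' deposited table was 0.0202, from day 5 to day 11, and 0.00158 after recentring. The record linc-POU3F3-6 (chromosome 2, 105050587 to 105129219, plus strand) had 2.45 at day 0 and 3.90 at day 18, with a smallest q-value of 0.0191 in the authors' deposited table and 0.00438 after recentring. With recentring, 4 ortholog records were called. TUG1 (chromosome 22, 31349604 to 31375377, plus strand) had 46.4 at day 0 and 40.5 at day 18 but rose by 0.36 on the log2 scale relative to the median, and LINC-PINT (chromosome 7, 130565751 to 130811285, minus strand) 1.01 and 1.09, with no step called. Exons of the CRNDE, TUG1 and LINC-PINT records overlap a coding exon on the other strand, so their values are uncertain. IRX5, whose record overlaps that of CRNDE, was also higher late, with an FPKM of 15.3 at day 0, 32.8 at day 11 and 27.2 at day 18. Early on they differed, as CRNDE was at 43.2 on day 1 and IRX5 at 15.0. FENDRR, HOTTIP, HAGLR and MIRLET7BHG stayed below 0.1 FPKM on every day.

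At the POU3F3 locus, the records of PANTR1 and linc-POU3F3-1 overlap each other. Of the 2148 exon bases of linc-POU3F3-1 (chromosome 2, 105469544 to 105471772, plus strand), 98.9% lie in exons of the PANTR1 record on the other strand. As the default options named by the study do not separate strands in counting, the values of both records are uncertain. FPKM of linc-POU3F3-1 was 63.8 at day 0, 82.9 at day 11 and 66.9 at day 18. POU3F3 itself (chromosome 2, 105471969 to 105473470, plus strand) had 39.6, 51.1 and 39.3 on the same days. It starts 197 bases from where the PANTR1 record begins on the minus strand, so these records point away from each other. From day 5 to day 11, the authors' deposited table gave POU3F3 a log2 fold change of 0.52 with an implied error of 0.10 (q-value 1.14e-05). From day 0 to day 18, the log2 change of POU3F3 was -0.01 as deposited and 0.55 relative to the median of expressed records, so its direction depended on the scaling.

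**Figure D3:**
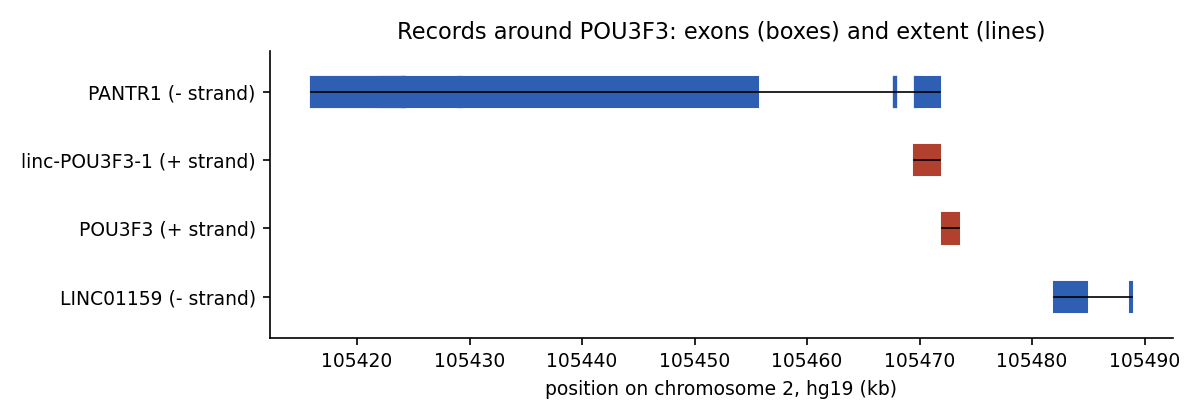
Map of chromosome 2 on hg19 (x axis, position in kb) with 4 records at the POU3F3 locus, where boxes are exons of any transcript of a record, lines its extent, red the plus strand and blue the minus strand. The exons of linc-POU3F3-1 lie within those of PANTR1 over 2124 bases.

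Of the 14 coding neighbours of the knockout lincRNAs, 10 had a mean FPKM of at least 0.1 and 7 were called at some step of the authors' deposited table. EN1 (chromosome 2, 119599748 to 119605759, minus strand) fell from an FPKM of 2.49 to 0.140. IRX5 (chromosome 16, 54965111 to 54968393, plus strand), which overlaps the CRNDE record, rose from 15.3 to 27.2. ENC1 (chromosome 5, 73923235 to 73937249, minus strand) went from 49.6 to 62.5, POU3F2 (chromosome 6, 99282580 to 99286665, plus strand) from 86.2 to 69.1, and CDKN1A (chromosome 6, 36645588 to 36655108, plus strand) from 120 to 68.0. Relative to the median of expressed records, the log2 changes were -2.88 for EN1, 1.38 for IRX5, 0.89 for ENC1, 0.24 for POU3F2 and -0.26 for CDKN1A, so that POU3F2 changed direction.

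Broader gene lists were then compared between day 0 and day 18. The 23 expressed neuronal maturation genes had a median log2 change of 2.50 as deposited and 3.06 relative to the median of expressed records, with 20 higher as deposited and 21 relative to that median. This median lay at percentile 100 of 10000 random lists matched on expression. The 24 expressed cell cycle genes all fell under both scalings, with a median of -2.38 as deposited and -1.82 relative to the median, at percentile 0. The 10 expressed mesenchymal genes all fell under both as well, with medians of -2.85 and -2.29, at percentile 0. With a pseudocount of 1 the mesenchymal median was -2.01.

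The 14 expressed neural progenitor genes went both ways, 7 higher as deposited and 10 relative to the median, with a median of 0.11 as deposited and 0.67 relative to the median of expressed records (percentile 99.9). Among them HES5 rose from an FPKM of 1.95 to 20.0 and SOX9 from 7.25 to 34.8, while PROM1 fell from 38.8 to 5.06. These 3 genes were singled out after their values were seen. The 6 expressed cortical layer genes had a median of 0.81 (percentile 98.2) and the 4 neuronal markers one of 1.70 (percentile 99.97). The 3 neural stem cell markers had a median of -0.94 (percentile 44.1) and the 8 expressed glial genes one of -0.84 (percentile 16.1), both within the middle of the matched lists. The 10 expressed neighbours had a median of -0.39 as deposited and 0.17 relative to the median (percentile 75.7). Of 9 pluripotency genes 2 were expressed, with a median of -1.80 (percentile 5.81), and of the 3 non-neuronal markers 1 was, with a change of -1.47 (percentile 13.0).

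**Figure D4:**
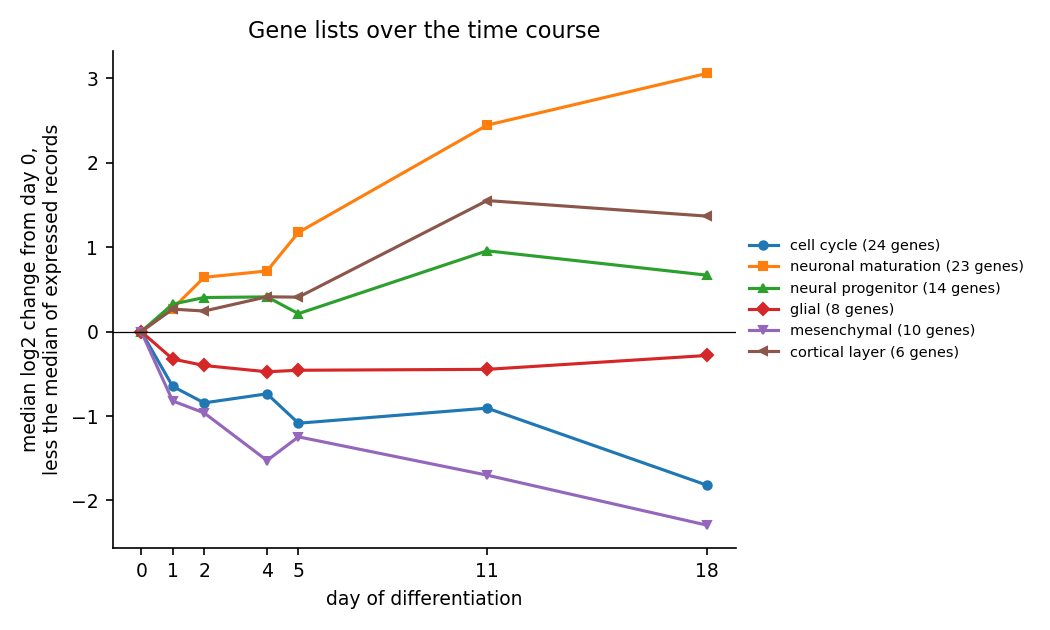
Median log2 change from day 0 in log2(FPKM + 0.1), less the median change of records with a mean FPKM of at least 1 (y axis), against the day of differentiation (x axis), 1 line per gene list. Neuronal maturation genes reach 3.06 at day 18, and cell cycle and mesenchymal genes reach -1.82 and -2.29.

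The records with the largest changes among those called at any step were taken by a rule fixed in advance. Leaving out records without an estimate because of too much data was not part of that rule. Among coding records, C1orf61 (chromosome 1, 156374049 to 156400493, minus strand) rose most, from an FPKM of 0.147 at day 0 to 63.0 at day 18. It was followed by VSTM2A (chromosome 7, 54610019 to 54641808, plus strand), from 0.126 to 19.5, and SYT13 (chromosome 11, 45261853 to 45307884, minus strand), from 0.0507 to 10.7. The largest falls were those of COL13A1 (chromosome 10, 71561644 to 71718903, plus strand), from 17.6 to 0.0308, PLAU (chromosome 10, 75670862 to 75677256, plus strand), from 57.2 to 0.404, and ANKRD1 (chromosome 10, 92671857 to 92681032, minus strand), from 13.6 to 0.040. In the authors' deposited table, the smallest q-value of C1orf61 was that from day 5 to day 11, with a log2 fold change of 4.74 and an implied error of 0.54. That of COL13A1 in the authors' deposited table was from day 0 to day 1, with a log2 fold change of -4.03 and an implied error of 0.28.

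Among lincRNA records, linc-C1orf61-AS (chromosome 1, 156373969 to 156378503, plus strand) rose most, from an FPKM of 0.012 to 5.91. Its exons overlap those of C1orf61 on the other strand, so its value is uncertain. Next were linc-MAP1LC3B2-5 (chromosome 12, 113910751 to 113918418, plus strand), from 0.0518 to 5.03, and linc-RGPD4-5 (chromosome 2, 107313512 to 107315200, plus strand), from 0.478 to 17.8. The course of linc-RGPD4-5 was uneven, with 11.3 at day 4, 1.26 at day 5 and 0.995 at day 11. The largest falls were those of linc-ARL15-3 (chromosome 5, 53955895 to 54034320, minus strand), from 5.91 to 0.0505, linc-CHORDC1-1 (chromosome 11, 90015699 to 90017346, minus strand), from 492 to 17.3, and linc-ALPK2-AS (chromosome 18, 56195955 to 56247785, plus strand), from 5.08 to 0.0863. The exons of linc-ALPK2-AS also overlap a coding exon on the other strand. For linc-ARL15-3 and linc-CHORDC1-1, only the step from day 0 to day 1 was called in the authors' deposited table. Their largest steps were not called there. For linc-ARL15-3 that was day 5 to day 11 (log2 fold change -4.12, q-value 0.764), and for linc-CHORDC1-1 day 11 to day 18 (-3.16, q-value 0.166). With a pseudocount of 1, each of the 4 lists of 3 records kept 1 member. Centring shifts all records by the same amount, so it left the lists unchanged by construction and tests nothing here.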

Values the study reported

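The study reported that 769 lincRNA genes changed between adjacent time points of the differentiation at a q-value under 0.01. Elsewhere it gave the same number, 769, at a q-value under 0.001. It reported that 302 of them were induced relative to day 0. It also reported that 7 lincRNAs of its knockout strains have human orthologs induced during this differentiation.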

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

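No paired analysis was possible because the deposited values carry no replicate numbers, only 1 value per day. For the same reason limma with its alternatives (pseudocount, filters, quantile normalization, trend, compared days only), camera and fry, the replicate block and leaving out each replicate were not run, and no other splits of the samples were made. Recentred fold changes, q-values recomputed within each step, other definitions of induction and the removal of lincRNA records were chosen after seeing the data. Depth is unknown, so its limits are known only through the errors implied by the authors' deposited table.

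Counts of called records depended on the thresholds. With an absolute log2 fold change of at least 1, the authors' deposited table had 1015, 54, 148, 78, 979 and 404 calls at the 6 steps in order of time, 1738 coding records and 361 lincRNA records in at least 1 step. With a q-value under 0.05, it had 776 calls from day 1 to day 2, 2198 from day 4 to day 5, 1324 from day 11 to day 18, and 1161 lincRNA records in at least 1 step. With a q-value under 0.001, the authors' deposited table had 222 calls from day 1 to day 2, 892 from day 2 to day 4, 867 from day 4 to day 5, 400 from day 11 to day 18, and 484 lincRNA records in at least 1 step. These shifts follow from the thresholds themselves. A minimum of 1 FPKM, q-values within each step and recentring left the counts at each step and in each class within 1.5 times, while recentring changed the split of directions as given above. The number of called markers stayed within 1.5 times in both settings tried, and that of called ortholog records went from 2 to 4 with recentring and to 4 with a q-value under 0.05.

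Without records whose exons overlap a coding exon on the other strand, 474 lincRNA records were called, and 284 when records with the pseudogene flag were left out as well. Leaving out those whose largest overlap in GENCODE is a pseudogene gave 567. The lower counts follow from the removal itself.

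The count of induced lincRNA records depended most on the definition. Against 162 called higher at day 1 in the authors' deposited table, a q-value under 0.05 gave 248, a q-value under 0.001 gave 95, and leaving out flagged and overlapping records gave 66. Among records called at any step, 302 were higher at day 18 than at day 0, 380 were higher on most of the 6 later days, 418 had a higher mean over the later days and 276 had a later day over 2 times day 0. Records called up at any step numbered 373, and 266 were never called down. Requiring a higher value on every later day (221) or the test of day 18 with an upper bound of the error (129) stayed within 1.5 times of the main count, although 50 of those 129 were among the 162. Centring raised the 129 to 265.

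Centring on the median of expressed records moved the day 18 medians of most gene lists by its own size. It gave -0.38 for neural stem cell markers, 2.26 for neuronal markers, -1.82 for cell cycle, 3.06 for neuronal maturation, 0.67 for neural progenitor, -0.28 for glial, -2.29 for mesenchymal and 1.37 for cortical layer genes. It reversed the neighbours from -0.39 to 0.17. A pseudocount of 1 gave 2.24 for neuronal maturation and -2.01 for mesenchymal genes. Among single genes, centring reversed MSI1 (0.12), TUG1 (0.36), HOTAIRM1 (0.28) and linc-POU3F3-2 (0.30), and among the neighbours POU3F3 (0.55), POU3F2 (0.24), MECOM (0.11) and PPARA (0.40). Alternatives for single neighbours were chosen after seeing the data. Of 54 values of single genes under the alternatives, 27 stayed within the implied error, 19 were counted as moved without a change of sign and 8 reversed. The 19 include MAP2 with a pseudocount of 1, which went only from 1.13 to 1.12 but has no bound of its error. All 8 reversals came from centring, which shifts every gene alike. They mark genes whose deposited change lay between the median change and 0, and say nothing more about these genes. The correlation of lincRNA records with their nearest coding gene kept its sign and stayed past its threshold in all 5 alternatives, with rho from 0.14 to 0.51.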

Other observations

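The test on genes listed at 0, and that of added noise with the ratio of each record, were chosen after the results were seen; the first test of added noise, and that with larger errors alone, were set out before their own results but after other results for that step. The added splits by pseudogene flag and by expression were also chosen after. Patterns were noticed and tested on the same data. The correlations across records were 13 relations in all, and after Benjamini-Hochberg adjustment over them the largest adjusted p-value of those under 0.05 was 0.0028, while that of pseudogenes with the nearest coding gene stayed at 0.06.

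The number of lincRNA records called higher at day 1 than at day 0 was 162 here. That is lower than the value quoted from the study above. The measures are unlike: the 162 cover day 1 only, whereas the study drew its number from lincRNA genes called between any adjacent days. Of 9 definitions counted, only that of a call at any step with a higher FPKM at day 18 than at day 0 (302) gave the study's number. It was found by trying definitions with that number known, it applies no test of day 18 against day 0, and its match is therefore not independent evidence for either. The number of lincRNA records called at a q-value under 0.001 in the authors' deposited table was 484 here. That is lower than the value quoted from the study above for that threshold. The number of ortholog records called was 2 here. That is lower than the value quoted from the study above. Both were called higher from day 5 to day 11, and the match of records to orthologs by position was made here, so a different match is open. Knockout lincRNAs without a listed human symbol, among them Peril, linc-Cox2 and linc-Enc1, had no matched record. The counts therefore do not cover the same lincRNAs, and the difference says nothing about those not searched.

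The total of FPKM fell by 39.3% from day 0 to day 18. A shift of reads towards longer transcripts would leave the sum of FPKM times transcript length nearly level, but that sum fell by 35.3%, which argues against it as the whole cause; across 11793 coding records the change rose only weakly with length (rho 0.15). Records listed at 0 on day 18 for too much data made up 6.15% of the fall. They include the record of TUBA1A and TUBA1B, at 3398 FPKM on day 0, 3301 on day 11 and 0 on day 18, so this 0 is a missing estimate and not a loss of expression. The 20 records highest on day 0 made up 13.1% of the fall. The length test argues against a shift towards longer transcripts as the main cause. The shares show only that neither of these sets of records held most of the fall itself. Fragments taken on day 18 by records without an estimate are not counted. These values therefore cannot exclude that such records took fragments from the others. A wide shift of scale remains open, since the median record fell too, and whether it comes from the authors' normalization or from the cells was not tested.

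LincRNA records followed the coding gene on the other strand. Across 4327 pairs whose exons overlap, rho of the change from day 0 to day 18 was 0.57, and across 222 pairs in which the lincRNA record meets only introns it was 0.29. The difference of 0.27 had a permutation p-value of 0.0001, the smallest that 10000 relabellings can give. It was 0.24 without flagged records and 0.36 among lincRNA records with a mean FPKM of at least 1, so the difference held after raising the level. This is consistent with fragments of the coding gene having been counted for the overlapping lincRNA record, as could happen with the unstranded default of the programs used. Shared control of transcription at overlapping exons would give the same pattern and remains open.

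Flagged records that match a named pseudogene followed the parent gene. Across 524 pairs, rho of the change was 0.56 with the parent (permutation p-value 0.0001, the smallest possible) and 0.08 with the nearest coding gene (permutation p-value 0.06). The difference of 0.48 had a bootstrap 95 percent interval from 0.36 to 0.60. A candidate explanation is that fragments of the parent were assigned to its copy. Several pseudogenes share a parent (345 distinct parents), so the pairs are not independent. Flagged records made up 29.5% of called and 19.8% of tested lincRNA records, yet 46.6% of random sets matched on mean FPKM held a smaller share. Their higher expression, a median of 1.38 FPKM against 0.561 in other tested records, is thus enough to account for the excess.

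LincRNA records also changed with the nearest coding gene, with rho 0.39 over 7636 pairs and 0.51 for the 5585 pairs within 10 kb. Among 2051 pairs over 10 kb apart rho was 0.14 (permutation p-value 0.0001, the smallest possible), and 0.15 among 1218 of these without flagged or overlapping records. Overlap and closeness therefore account for much of the correlation but not all of it. What remains may reflect domains of shared regulation, which was not tested.

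Replating at day 4 might have caused passing changes. Of 1396 records called from day 4 to day 5, 42.4% moved back from day 5 to day 11 after recentring. At the other steps the share was between 35.9% and 60.4%, and noise in the shared day alone would give 65.2% if nothing changed afterwards. These values argue against a mainly passing response. The step from day 1 to day 2 stood out instead. Of 434 records called there, 156 (35.9%) were called in the opposite direction from day 2 to day 4, against 1.94% to 13.6% of the called records at the other steps. That feature was noticed after the fact, and noise in the day 2 values was simulated only for direction, where it gave 66.5%. Whether a batch or the cultures of day 2 account for it cannot be seen in 1 value per day.

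The last step had 748 calls against 2699 in the step before it. The implied errors were larger at the last step, with a median ratio of 1.82 over 14137 records. Giving the last step's records the errors of the step before raised the calls to 3410, but smaller errors can only raise that count, so this decides nothing. The reverse test added noise to the recentred fold changes of the step before, among 18957 records with an error at both steps. Its calls fell from 2382 to 974 (943 to 1017 over 100 draws), and to 1064 with the ratio of each record, against 593 at the last step and a limit of 1.5 times that number (889.5) set beforehand. With the errors of the last step and no added noise, 919 passed, narrowly above that limit. A larger error of the day 18 estimates could therefore lower the count by much, but these values argue against it as the whole cause. The interquartile range of the log2 fold changes was 0.41 at both steps. With the larger error at the last step, a like spread leaves less room for changes in expression there, which goes with smaller changes between days 11 and 18 if the errors are stated correctly. No test separated smaller changes from errors stated too large, and both remain open as parts of the cause. Whether the error comes from depth or from spread between the cultures cannot be read from 1 value per day.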
